A study of Mus musculus with 2 samples. Its data were reported in "Srf destabilizes cellular identity by suppressing cell-type-specific gene expression programs" (2018).

How the data were processed

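Hepatoblasts in primary culture from mouse fetal liver were transduced retrovirally with EGFP or with Srf, and total RNA from each culture was hybridised to 1 array. Per the labels and the methods of the study, the RNA was amplified with a whole-transcript kit, for which the sources name different versions, and hybridised to an Affymetrix mouse whole-transcript gene array. The methods name GeneSpring for the analysis, with exclusion of low signals and percentile shifts, and do not say separately for which arrays each step was used. How probes were summarised into probe sets is not given in the sources used here. The values that the authors deposited were taken as log2 signals per probe set. The log base is not stated and was inferred from their range, which ran from 4.28 to 13.63 over both arrays, so every fold given here rests on that reading. The medians were 5.88 for EGFP and 5.84 for Srf, and the values were not centred per probe set. No pseudocount was added.

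Samples were grouped by their labels, 1 array as EGFP and 1 as Srf. The single comparison was the Srf array minus the EGFP array. With 1 array per group no test across samples is possible and no p-value is given. Genes are not replicates. For arrays, their number limits the precision.

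Probe sets were named from the platform's annotation, which can be old. Of 34351 probe sets, 23521 had exactly 1 gene symbol, 1814 had several and 9016 had none listed. Of those with 1 symbol, 23328 were found by Entrez identifier in a RefSeq table of assembly GRCm38.p6, and all of these had the same symbol there. No coordinates were taken from that table. Only probe sets with 1 symbol were used, and several probe sets of a gene (1082 genes) were averaged on the log2 scale, which gave 22180 genes. A gene was compared if its value on either array was at or above that array's 20th percentile over all probe sets, which kept 19261 genes.

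Genes were counted as higher or lower at 1.5-fold, the threshold used by the study for these cells. Before the data were examined, 35 gene lists were fixed from textbook knowledge or, for 4 Srf targets, from the study. They cover Srf targets and cofactors, immediate-early genes, liver secreted proteins, transcription factors and metabolism, progenitor, biliary and epithelial genes, mesenchymal and pluripotency genes, markers of stellate, endothelial, erythroid, white blood, mesothelial, neural and muscle cells, cell cycle, p53, interferon, inflammatory, Yap, TGF-beta, stress, cholesterol, actin and reference genes, and 6 families defined by the start of the symbol. For each list the median log2 difference was set against 10000 random lists of the same size drawn with replacement from 20 bins of the mean of both arrays, and its percentile among them describes these 2 arrays only. A list was said to stand apart when its percentile lay outside the central 95%. The liver lists' own genes replaced the study's list of hepatoblast genes, which needs embryonic stem cell arrays that were not used here. Some genes of the lists had no probe set with 1 symbol and were not analysed here.

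Genes were named by a rule fixed before the data were examined. It takes Srf, the 4 targets named by the study and the Srf cofactors. It takes the 12 largest positive and the 12 largest negative differences among genes at or above the array median, leaving out predicted genes, microRNAs, small nucleolar RNAs, olfactory and vomeronasal receptors and pseudogenes. It also takes up to 2 members of each list in each direction. Cldn2, given to complete a count, other genes given to show the level or spread of a list, and the genes in the closing observations were chosen after their values were seen. Each named gene was compared with the 1000 genes nearest in mean level.

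The counting and the list method were tested on simulated data made from the Srf and EGFP arrays, in which differences were shuffled among genes of like level over 19261 genes. Of 100 genes raised 2-fold, 97 passed 1.5-fold, and of 100 raised 3-fold, 100 did. The raised genes were picked among those under 1.5-fold before the rise. Of 1000 random lists of 30 genes, 48 lay outside the central 95% with no shift and 999 did after a shift of 0.2. These lists came from the same shuffled differences as their comparison lists, so the share outside with no shift was given by the design. Shuffling removes variation that genes of a real list share, and no variation between cultures was simulated.

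Alternatives were centring each array on its median, a shift to a common 75th percentile, quantile normalization, lowess centring of the difference on the mean (span 0.3), no filter on dim genes, a filter at the median, a 2-fold threshold, the brightest probe set of a gene, probe sets with several symbols, random lists matched on the EGFP array or not matched, and lists without their largest member or without members shared with other lists. Intervals of list medians are the central 95% of 10000 bootstrap resamples of their genes, and intervals of shares are exact binomial. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.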

Results

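Gene expression was measured in mouse hepatoblasts, the bipotent progenitors of hepatocytes and bile duct cells, which had been cultured from fetal liver and transduced with a retrovirus carrying either EGFP as a control or Srf. Srf is a transcription factor whose activity on cytoskeletal genes depends on cofactors that respond to the state of actin. There was 1 Affymetrix whole-transcript array for each of the 2 groups, so there were no replicates, no difference could be tested against the spread between cultures, and the number of arrays limits the precision of every value. The table held 34351 probe sets, with a median log2 value of 5.88 on the EGFP array and 5.84 on the Srf array. After probe sets were averaged by gene, 22180 genes had a value and 19261 were bright enough to be compared. The median log2 difference between the Srf array and the EGFP array over these genes was -0.01 and its SD was 0.24. Where a gene had 2 bright probe sets (865 genes), their differences varied around the gene's mean with an SD of 0.20.

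The first question was whether the array of the cells given Srf carried more Srf signal, and which genes differed most. Srf was 8.57 on the EGFP array and 12.15 on the Srf array, a log2 difference of 3.58, and this was the largest difference among the genes named here. Its probe set does not tell the introduced Srf from the cells' own. Acta2, which encodes smooth muscle actin, followed at 7.46 and 10.73 (9.66-fold higher). The next genes were S100a7a, a member of the S100 calcium-binding family (7.50-fold higher), Tigit, an immune checkpoint receptor of lymphocytes (7.46-fold higher), and Upk1b, which encodes a uroplakin (3.89-fold higher). The genes lowest on the Srf array relative to the EGFP array included n-R5s136, a 5S ribosomal RNA gene (4.42-fold lower), B4galnt2, a glycosyltransferase gene (3.96-fold lower), Ogn, which encodes a small proteoglycan of the extracellular matrix (3.86-fold lower), and Scd1, which encodes a fatty acid desaturase (3.59-fold lower).

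In total, 298 genes were at least 1.5-fold higher on the Srf array and 245 were at least 1.5-fold lower, or 1.55% and 1.27% of the genes compared. At 2-fold, 66 genes were higher and 61 were lower. The remaining members of the 12 highest genes were Akr1c18, Thbs1, Gkn2, Pkhd1l1, Ptgs2, Gadd45g and Prss23, with log2 differences from 1.95 for Akr1c18 to 1.73 for Prss23. Thbs1 encodes thrombospondin, a matrix protein, and Ptgs2 encodes the inducible cyclooxygenase of prostaglandin synthesis. The remaining members of the 12 lowest genes were Bgn, Rny3, Slc16a12, Pmvk, Insig1, Ugt2b34, Lss and Ambp, with log2 differences from -1.75 for Bgn to -1.37 for Ambp. Pmvk and Lss encode enzymes of cholesterol synthesis, Insig1 encodes a sterol-regulated protein of the endoplasmic reticulum, and Rny3 is a small noncoding Y RNA. For each of these 24 genes, at least 99.4% of the 1000 genes nearest in level had a smaller absolute difference. The value of Bgn rests on probe sets that disagreed in size, since its 2 probe sets gave log2 differences of -3.11 and -0.39.

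**Figure D1:**
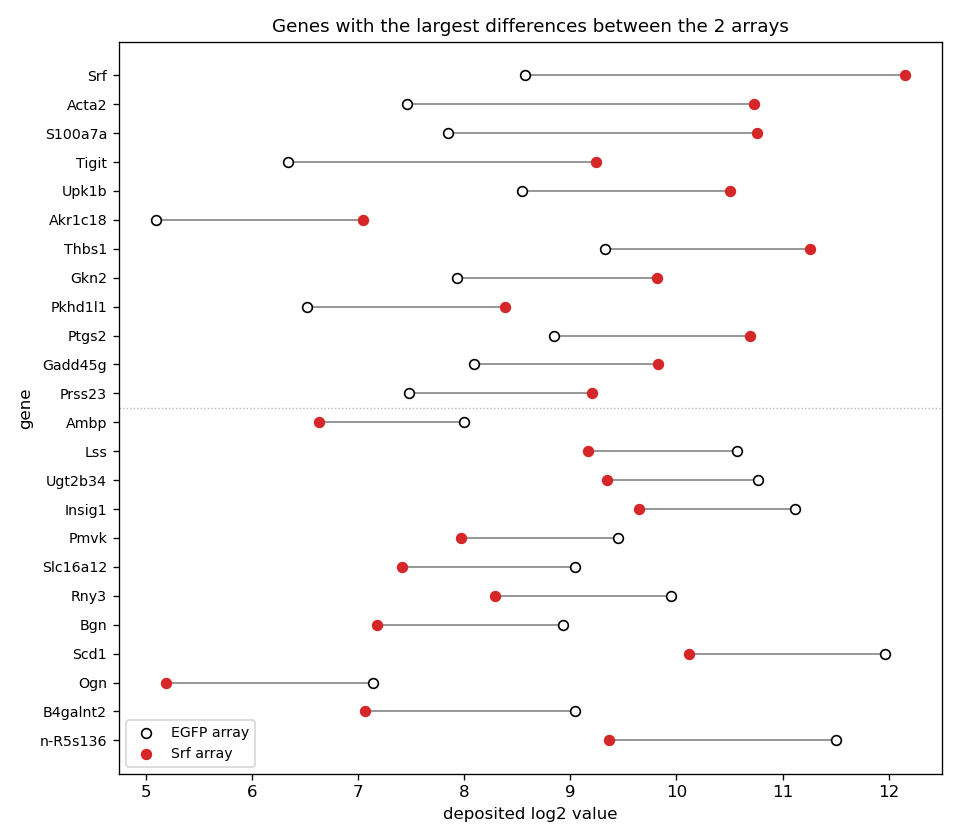
Deposited log2 values (horizontal axis) of the 12 genes with the largest positive and the 12 with the largest negative difference (vertical axis, separated by a dotted line) on the EGFP array (open circles) and the Srf array (filled circles), with 1 array per group and no error bars. Srf moves from 8.57 to 12.15 and Acta2 from 7.46 to 10.73, while n-R5s136 lies at 11.51 on the EGFP array and 9.36 on the Srf array.

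The next question was whether known target genes of Srf and of its actin-regulated cofactor Mkl1 stood higher on the Srf array. Of the 37 cytoskeletal targets, 10 were at least 1.5-fold higher and 0 were at least 1.5-fold lower. Their median log2 difference was 0.29, above all 10000 random lists of the same size and level. After Acta2, the member with the largest difference was Ccn1, a matricellular protein gene, at 10.44 on the EGFP array and 11.89 on the Srf array (2.74-fold higher). The lowest members were Actc1 and Tpm4, with log2 differences of -0.20 and -0.13, and the 2 probe sets of Tpm4 gave -0.36 and 0.10. Of the 4 targets that the study itself named in neural progenitor cells, Tagln was 1.70-fold higher and Cnn1 was 1.52-fold higher. Myl9 differed by 0.03 on the log2 scale. Tagln (6.25) and Cnn1 (5.70) were dim on the EGFP array, whose median was 5.88, and Cnn1 passed 1.5-fold only narrowly. The median of these 4 genes was 0.69, also above all random lists, and all 4 belong to the longer list too, so the lists are not independent of each other. The 6 Srf cofactors had a median of 0.04, at percentile 57.4 of the random lists, and 0 of them passed 1.5-fold, with Myocd at 0.16, Elk1 at 0.15, Mrtfa at 0.10, Elk4 at -0.02, Elk3 at -0.06 and Mrtfb at -0.08.

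Immediate-early genes, which growth signals induce within minutes, were higher as a group. Of 19 measured, 5 were at least 1.5-fold higher and 0 were lower, and the median was 0.34, above all random lists. Dusp1, a phosphatase gene, was 3.18-fold higher and Jun was 2.25-fold higher, while Egr2 and Egr4 had log2 differences of -0.19 and -0.14. Targets of Yap and Tead were higher as well, with 7 of 20 at least 1.5-fold higher, 0 lower and a median of 0.41. Crim1 was 2.21-fold higher and Birc3 had a log2 difference of -0.49. This list shares Ccn1 and Ccn2 with the Srf target list and Gadd45b with the p53 list, and its median was 0.29 without them, still above all random lists. Of 19 genes of the TGF-beta response, 5 were at least 1.5-fold higher and 1 was lower, and the median was 0.37. Ltbp2 and Col4a2 were 1.89-fold and 1.88-fold higher, although Ltbp2 fell under 1.5-fold (log2 difference 0.57) when probe sets with several symbols were kept, and Tgfbi was 2.02-fold lower.

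Markers of mesothelium, the cell layer that covers the liver, were higher together with these groups, although the study's methods describe its hepatoblasts as expanded from clones, which would leave out other cell types of the liver. Of 9 genes bright enough, 2 were at least 1.5-fold higher and 0 were lower, and the median was 0.45, above all random lists. The members past 1.5-fold were Upk1b, at 3.89-fold higher, and Krt14, at 1.77-fold higher, and both are also made by other epithelia. Krt14 was dim on the EGFP array (5.73). In all, 8 members lay above 0, among them Gpm6a (0.50), Msln (0.47) and Bnc1 (0.45). Msln was already at 11.46 on the EGFP array. Wt1, a transcription factor gene of mesothelium, was the 1 member below 0, with a log2 difference of -0.25.

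The study's question for these cells was whether genes of the hepatoblast's own programme were lower with Srf. Of 22 hepatic transcription factors, 2 were at least 1.5-fold lower and 0 were higher. Cebpa was 1.89-fold lower and Foxa3 was 1.58-fold lower, while Tbx3 and Ppara had log2 differences of 0.27 and 0.20. The median of this list was -0.29, below all 10000 random lists. The liver's secreted proteins went both ways as a list, though many of them were dim. Of 38 genes, 4 were at least 1.5-fold lower and 2 were higher, with a median of -0.05 at percentile 30.5. Ambp was 2.58-fold lower and Apoa1, the main protein of high-density lipoprotein, was 2.14-fold lower, whereas Apob was 2.64-fold higher and Afp, the fetal serum protein of hepatoblasts, was 1.78-fold higher. Afp lay at 6.76 on the EGFP array, against a median of 5.88 over its probe sets, and at 7.60 on the Srf array. Among secreted-protein genes at or above the EGFP array's 75th percentile (7.57), a cut chosen after the values were seen, only Apob was higher. Ttr, Apoc2, Rbp4, Itih2 and Alb had log2 differences of -0.81, -0.59, -0.53, -0.43 and -0.31, and Ambp and Apoa1 were lower too. The list's median near 0 rests largely on dimmer genes.

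Of 33 genes of hepatocyte metabolism, 3 were at least 1.5-fold lower and 1 was higher, and the median was -0.08 at percentile 6.41. Scd1 and Sult1a1 were 3.59-fold and 1.78-fold lower, and Bhmt was 1.73-fold higher. Scd1 acts in fatty acid synthesis and is not restricted to hepatocytes. Restricting this list to its 15 genes at or above the array median on either array gave -0.21, lower than 99.9% of random lists. Hepatoblast progenitor markers had a median of -0.02 at percentile 34.8, and of 17 genes Afp and Bex1 were at least 1.5-fold higher and Epcam was lower. Some of these markers were dim on the EGFP array, with Dlk1 and Igf2 at 6.18 and Gpc3 at 5.39, near the array median of 5.88. Such genes could show little fall, while others such as Krt8 (12.29) were bright. Taking these 4 lists as 1 set, 10 of the 245 genes lower by 1.5-fold belonged to it, a share of 4.08% with an exact binomial 95% interval from 1.97% to 7.38%. The share was 0.515% among the other 19016 genes. Of the 298 higher genes, 4 belonged to it (1.34%, interval from 0.367% to 3.40%). These intervals treat genes as independent draws, which they are not, and they leave out the variation between cultures.

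Genes of cholesterol synthesis differed most as a group. Of 17 measured, 15 were at least 1.5-fold lower and 0 were higher, and the median was -1.01, below all random lists. Pmvk and Insig1 were both 2.78-fold lower and Lss was 2.64-fold lower. The small nucleolar RNAs, short guide RNAs that direct the modification of ribosomal RNA, were also lower on the Srf array, with 18 of 73 at least 1.5-fold lower, 2 higher and a median of -0.23, below all random lists. The median stayed below all random lists under every scaling, and was -0.088 when probe sets with several symbols were kept. Of 12 short noncoding RNAs of other classes, 5 lay above 0 and the median was -0.080, at percentile 6.07, leaving out Rny3 and n-R5s136, whose differences (-1.66 and -2.14) had been seen.

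Genes of epithelial junctions had a median of -0.11, at percentile 0.60. Epcam, Ocln and Cldn2 were the 3 of 29 genes at least 1.5-fold lower, at log2 differences of -1.14, -1.13 and -0.95, and 0 were higher, with Cldn6 at 0.36 and Esrp2 at 0.32. The median fell inside the central 95% of random lists under quantile normalization (-0.07) and under intensity-dependent centring (-0.06). Inflammatory and acute phase genes had a median of 0.10, at percentile 99.6, and of 22 genes Ptgs2 was 3.60-fold higher and Csf1 1.52-fold higher, while Vcam1 was 1.51-fold lower, but Csf1 fell under 1.5-fold with quantile normalization and intensity-dependent centring, and Vcam1 with median centring. Genes of p53 and growth arrest had a median of 0.11 at percentile 97.7, close to the limit, and of 20 genes 3 were higher and 3 were lower. This median fell inside the central 95% under intensity-dependent centring (0.085), with the brightest probe set, and without the largest member or shared members. Plk2 was 1.96-fold higher and Mdm2, a feedback inhibitor of p53, was 1.65-fold higher, whereas Ddit4 was 1.66-fold lower.

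Mesenchymal genes had a median of -0.07 at percentile 12.3. Col6a1 and Col1a2, collagen genes, were 2.17-fold and 2.10-fold lower and Snai2 was 1.62-fold higher, and the probe sets of Col6a1 (-1.80 and -0.44) and Col1a2 (-1.36 and -0.79) disagreed in size. Pluripotency genes had a median of -0.01 at percentile 69.1, and of 23 genes Klf4 was 2.25-fold higher. Biliary markers had a median of 0.02 at percentile 58.7, with Krt7 1.51-fold higher (under 1.5-fold with intensity-dependent centring) and Epcam 2.20-fold lower. Without members shared with other lists, the median of the 13 biliary markers left was 0.18, at percentile 99.65. The members removed were Epcam, Sox9, Cldn7, Krt19, Cldn4 and Cd24a. All of them lay below 0, from -1.14 for Epcam to -0.03 for Cd24a, so leaving them out raised the median. It is no sign that biliary markers rose as a group. Among markers of other cells of the fetal liver, the median was -0.05 for stellate cells (percentile 42.4), -0.03 for endothelium (percentile 59.8), 0.06 for erythroid cells (percentile 91.5) and 0.00 for white blood cells and macrophages (percentile 81.2). Pdgfrb, a stellate cell receptor, was 2.11-fold lower, Cd14 was 1.60-fold lower and Tfrc, the transferrin receptor, was 1.95-fold higher. Tfrc is also in the list of widely expressed reference genes. Many of these markers were dim, such as Gata1 (5.55) and Klf1 (5.54) on the EGFP array, whose median was 5.88, and medians over dim genes say little. Neural genes had a median of -0.06 at percentile 31.9, although Tubb3 was 2.42-fold higher and Ncam1 was 1.86-fold higher.

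The remaining groups stayed within the central 95% of random lists matched on level, or had a call that depended on the filter or other processing. Muscle genes outside the Srf target list had a median of -0.08 (percentile 12.9) and 0 of 38 passed 1.5-fold. Medians were 0.08 for cell cycle genes (percentile 89.5), -0.09 for interferon response genes (percentile 10.0), 0.09 for unfolded protein and integrated stress genes (percentile 91.7), 0.02 for actin dynamics genes (percentile 47.5) and 0.06 for widely expressed reference genes (percentile 70.7). Herpud1 was 1.58-fold lower and Ddit3 was 1.60-fold higher within the stress list, and 0 genes passed 1.5-fold in the cell cycle, interferon and actin dynamics lists. Ribosomal protein genes had a median of -0.02 (percentile 11.5), olfactory receptors -0.03 (percentile 68.2) and vomeronasal receptors -0.03 (percentile 49.8). Histone cluster genes had a median of -0.10 (percentile 0.96) and genes with symbols starting Mir had -0.06 (percentile 0.72), but without the filter on dim genes these were -0.03 (percentile 25.2) and -0.01 (percentile 59.1). Of the 35 lists, 14 lay outside the central 95%, 8 above and 6 below, where lists of genes drawn at random would give 1.75. Genes of a list can vary together and some lists share members, so 1.75 is not the number to expect for lists such as these. These 14 include the histone and Mir lists, and the p53 list, which lay outside in 12 of 20 further draws of random lists made after the values were seen.

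**Figure D2:**
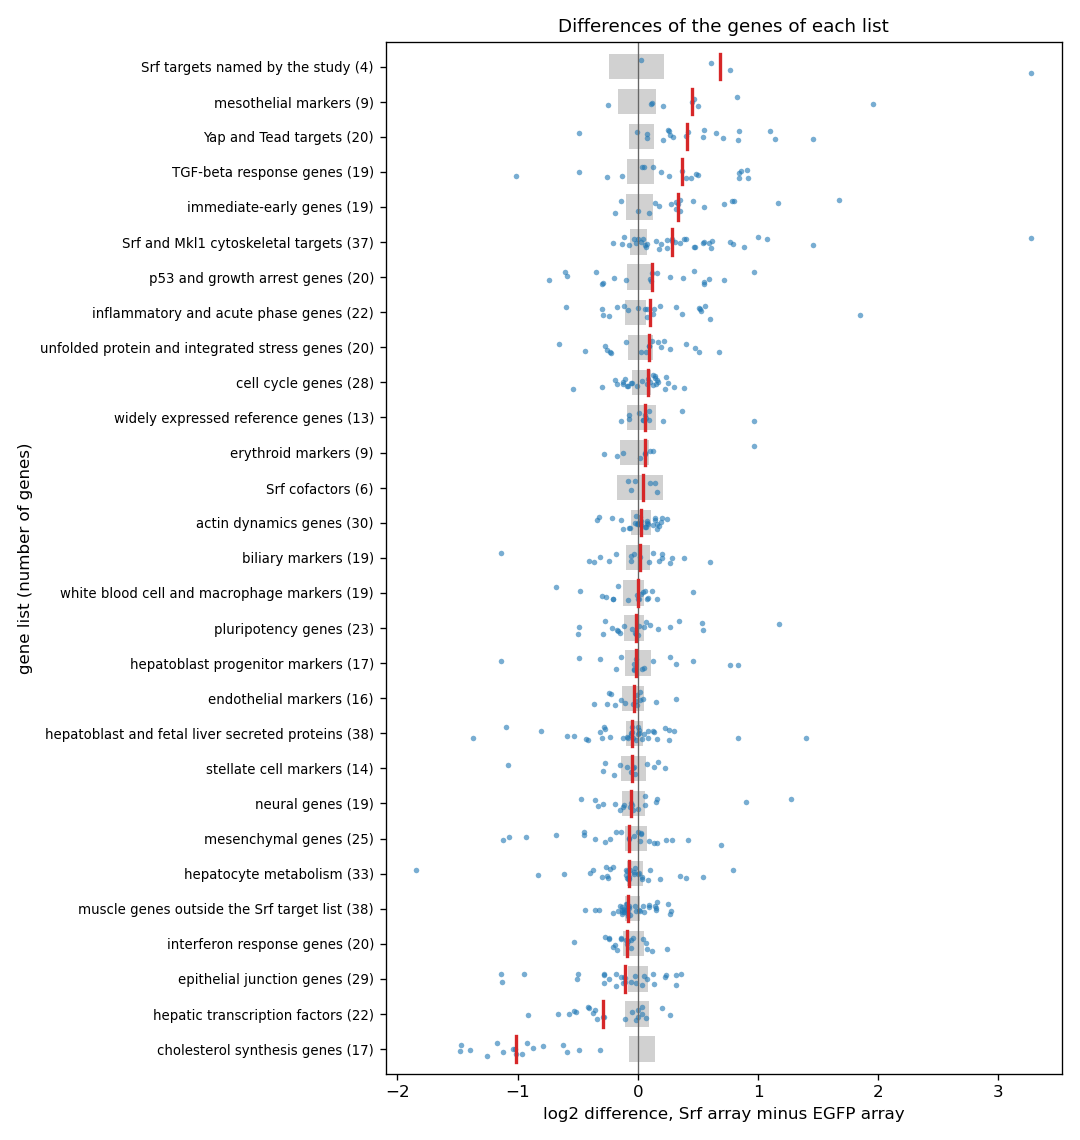
Log2 differences between the Srf array and the EGFP array (horizontal axis) for the genes of each list fixed in advance except the large families (vertical axis, with the number of genes), with 1 array per group. Points are genes, red bars are list medians and grey bands hold the central 95% of medians of random lists matched on level. Cholesterol synthesis genes sit at a median of -1.01 and hepatic transcription factors at -0.29, and the cytoskeletal Srf targets at 0.29.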

Values the study reported

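The study compared hepatoblasts overexpressing Srf with control hepatoblasts and called genes with more than 3-fold higher expression in hepatoblasts than in embryonic stem cells hepatoblast genes. It reported that these made up 32.9% of the genes lowered more than 1.5-fold by Srf. It gave this as an enrichment over genes not lowered, by Fisher's exact test. The study's gene list differs from the liver lists used here, so its share cannot be compared with theirs.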

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

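The patterns in this part were noticed in the data, and each test of them except 1 was fixed before the value it measures was seen, although the medians of the whole lists on the deposited scale were known by then. The requirement that an argument against an explanation must also hold among genes above the array median was added after the values were seen. The test of how far lowess centring moved each transcription factor gene was also chosen only after the result was seen.

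Some probe sets that the comparisons left out, because they have no gene symbol listed here or have several, differed between the arrays, in shares mostly near or below those of the genes compared (1.55% higher and 1.27% lower). Of the 6035 bright probe sets with no symbol listed, 48 (0.795%) were at least 1.5-fold higher on the Srf array than on the control array and 84 (1.39%) were lower. Of the 1549 bright probe sets with several symbols, 16 (1.03%) were higher and 17 (1.10%) were lower. The unnamed probe sets 17453819 and 17285539 were 5.91-fold and 5.41-fold higher, and 17474128 and 17513980 were 4.41-fold and 4.16-fold lower.

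Genes of cholesterol synthesis had a median log2 difference of -1.01. Scaling that depends on intensity is argued against, since the median was -1.04 after lowess centring, with an interval over genes from -1.20 to -0.82. A test of sterol excess in the Srf culture used 10 genes that sterols induce. Their median was -0.15 (interval -0.42 to -0.06), with 9 below 0 and Pltp at 0.32. On the EGFP array all but Lpcat3 lay under the 75th percentile of 7.57. These values give no sign of sterol excess, but they do not exclude one that leaves such dim genes unchanged. A fall of the wider Srebf-driven lipid programme is a candidate explanation, though it would widen the pattern without naming its cause. For this, 15 genes of the synthesis of fatty acids and other lipids and its regulation, not looked at before, were used. Their median was -0.33, below all random lists, with an interval from -0.60 to -0.25 that spans the bound set before. They ranged from Acss2 at -0.94 to Pnpla3 at 0.12, with 2 above 0, and Fasn was at 0.10. A difference in the density or feeding of the cultures was not tested, and with 1 array per group it cannot be separated from an effect of Srf.

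Small nucleolar RNAs had a median of -0.23. Among 15 noncoding host genes the median was -0.0018 (interval -0.04 to 0.08), which argues against a lower RNA level of these hosts. Small nucleolar RNAs were not matched to their own hosts and protein-coding hosts were not included, so lower host transcription is not excluded. A lower yield of short RNAs in the Srf sample stays open. Other short noncoding RNAs had a median of -0.080, with 5 of 12 above 0 and an interval from -0.27 to 0.05. Rny3 and n-R5s136, whose fall had been seen, were left out, and the 12 were not matched to small nucleolar RNAs in length. These few genes therefore decide nothing. No other biological explanation was tested.

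Hepatic transcription factors had a median of -0.29 while the liver's secreted proteins and metabolic genes did not stand apart as whole lists. The values speak against intensity-dependent scaling as the whole cause, since lowess centring moved no gene of the 22 up by more than 0.048, and left the median at -0.24, below all random lists, while the test of that median fixed before stayed undecided (interval over genes -0.43 to 0.0021). Products near the floor of the array might hide a fall. The 40 product genes at or above the median of the EGFP array had a median of -0.075, at percentile 4.51. Of these, 26 lay below 0 and 14 above, and the interval from -0.28 to -0.01 crosses the bound. Many of the 40 lay little above that array's median of 5.88, such as Apoc1 (5.98) and Vtn (5.96), so the test cannot decide. The secreted-protein genes at or above its 75th percentile were all lower except Apob. The 15 metabolic genes at or above the median on either array had -0.21, lower than 99.9% of random lists, so a fall hidden near the floor stays open. These 15 are not all among the 40, since choosing on the EGFP array leaves out genes that rose from below its median, such as Bhmt (5.27 to 6.06). Overexpression of Srf itself also stays open as a biological explanation.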

How the results depend on the processing

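All alternatives in this part were chosen before the data were examined. No named gene past 1.5-fold and no list outside the central 95% changed direction under any alternative. Of 35 lists, 19 kept the same verdict throughout, among them cholesterol synthesis (medians from -1.04 to -0.98), hepatic transcription factors (-0.31 to -0.24) and cytoskeletal Srf targets (0.27 to 0.32). Of 62 named genes past 1.5-fold, 7 fell under it in some setting (Bgn, Col6a1, Krt7, Cdkn1b, Vcam1, Csf1 and Ltbp2). The share of higher genes among those past 1.5-fold ranged from 51.8% to 61.8% over the scalings, with 351 higher and 217 lower after median centring. Where a value changed, the cause was not tested except where the setting itself gives it. Brightness limits dim genes, and lists left with fewer than 3 genes have no value. At 2-fold, 66 genes were higher and 61 lower.

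Under lowess centring, medians were -0.00050 for secreted proteins, -0.064 for epithelial junction genes (quantile -0.072), -0.036 for muscle genes (quantile -0.046), 0.085 for p53 genes, -0.063 for histone genes and 0.0091 for olfactory receptors. With the filter at the median they were -0.21 for hepatocyte metabolism, -0.17 for stellate, -0.045 for white blood cell and -0.12 for neural genes, 0.046 for vomeronasal receptors and -0.028 for histone genes. Without the filter they were -0.029 for histone genes, -0.0099 for microRNAs, -0.0026 for olfactory and 0.0016 for vomeronasal receptors. With probe sets of several symbols they were -0.031 for microRNAs and -0.0052 for vomeronasal receptors. With the brightest probe set they were 0.071 for biliary and 0.11 for p53 genes, whose call was also lost without the largest member (0.11) or shared members (0.11). Biliary markers without shared members stood apart at 0.18, but all the members removed lay below 0. Against unmatched lists, cell cycle (0.082) and stress genes (0.092) stood apart. Under the other scalings, olfactory receptors were at -0.00050 (median), -0.044 (75th percentile) and -0.0012 (quantile), vomeronasal receptors at -0.00034 and ribosomal proteins at 0.013 (median).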

Other observations

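The genes and hypotheses in this part were chosen after their values, or those of related genes, were seen. The genes used to test each hypothesis had not been looked at, except Perp, which also belongs to the p53 list. The separate look at those above the array median was added after the values were seen.

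Among ligands of the epidermal growth factor receptor, which were not a list fixed in advance and were not tested as a group, Ereg had a log2 difference of 1.02 (mean of 2 probe sets) and Hbegf of 0.63. Tgfa was at 0.39, Btc at 0.28, Egf at 0.26 and Epgn at 0.13, against an SD of 0.24 over all genes, and Areg was not analysed here. In the Zscan4 family, Zscan4b was at 1.55, Zscan4e at 1.01, Zscan4d at 0.54 and Zscan4c at 0.28, while Zscan4a was at -0.26. These genes are near-identical copies, so their probe sets cannot be assumed to measure them separately.

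Krt80 and Serpinb5 were higher on the Srf array, with log2 differences of 1.30 and 1.32, as were Krt14 (0.82) and S100a7a (2.91), genes found in stratified epithelia. The hypothesis that stratified epithelium genes were higher more widely was not borne out, as 28 other such genes had a median of -0.065 (percentile 21.0) and an interval from -0.13 to -0.0042. Among the 15 of them above the array median, the median was -0.10 and the interval ran from -0.16 to 0.09, so a rise smaller than the hypothesis named is not excluded.

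Col4a2 and Nid1, genes of the basement membrane, had log2 differences of 0.91 and 1.13 and Col4a1 was at 0.50, whereas the matrix genes Bgn, Ogn, Col6a1 and Col1a2 were lower. The hypothesis that basement membrane genes were higher more widely found no positive evidence. The median of 22 others was -0.012 (percentile 44.1), with 9 above 0 and an interval from -0.05 to 0.04, and members that go both ways do not decide it.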
